A study of Solanum lycopersicum with 6 samples.

How the data were processed

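RNA was sequenced from pooled axillary buds of tomato (Solanum lycopersicum) in 6 samples, 2 for each of 3 genotypes. Per the labels' protocols, total RNA was taken from frozen dormant buds with TRIzol and treated with DNase, poly(A) RNA was selected, and strand-specific Illumina TruSeq libraries were made. The labels give no aligner, counting tool, genome build, annotation, expression unit, filter or statistical test. Samples were grouped by their titles, which also give the replicate numbers 1 and 2 in each genotype.

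The authors deposited 2 tables, 1 for miR156-OE against MT and 1 for rSBP15 against MT, each with a log fold change and a p-value for the same 34075 gene IDs. Per the file headers the columns are named logFC and P.Value, and the base of the logarithm is not stated, so log fold changes are given here as deposited and are not turned into fold changes. The tables hold no value per library, so sequencing depth, expression levels and the values of single replicates are unknown here, and no confidence interval that needs depth is given. Of the IDs, 0 matched the supplied RefSeq gene table of 41476 genes, which holds no such IDs. The files do not pair IDs with names, so genes are given by ID. No genome build is named, so no coordinates are given.

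The tests planned before the data were examined assumed counts per library (edgeR's quasi-likelihood test, not used here) and were not run, since the tables hold no counts. The authors' p-values were used in their place. P-values were adjusted by the Benjamini-Hochberg method over the genes whose log fold change was other than 0 (24920 for miR156-OE and 25329 for rSBP15). The remaining genes had a log fold change of exactly 0 and a p-value of 1, and they are called undetected. They were taken to have the same value in all 4 libraries. A change of 0 gives a p of 1 whatever the spread, so these values do not show it by themselves. The match of the prior over all rows, described next, bears on it indirectly. The threshold was an adjusted p of 0.05.

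The spread behind each p-value was recovered from the deposited values. A gene detected in 1 of 4 libraries has a residual variance equal to the square of its log fold change, so that under limma's moderated test (an empirical Bayes test that shrinks each gene's variance towards a common prior) its p-value depends on its log fold change and on 2 constants, the prior degrees of freedom and the prior variance. For miR156-OE, 1224 genes lay within 1e-06 in p of 1 such curve, with 0.347 prior degrees of freedom and a prior variance of 1.94e-06. For rSBP15, 1262 genes did, with 0.360 and 1.92e-06. These constants give the residual variance of every gene. When limma 3.58.1 (R 4.3.3) then estimated the prior from the recovered variances of all 34075 rows, it returned the same constants, 0.347 with 1.94e-06 and 0.360 with 1.92e-06. Without the undetected rows it returned 0.847 with 0.000888 and 0.927 with 0.000701, which do not match the deposited p-values. The deposited p-values were thus matched by an unpaired limma fit of 2 libraries against 2, with 2 residual degrees of freedom, no replicate block and no filter on undetected genes. The standard errors given with log fold changes are the recovered residual SD, which for 2 libraries against 2 equals the standard error of the difference.

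The 2 tables were taken to rest on the same MT values after 3 checks. In 402 genes both tables gave the same log fold change other than 0, all 402 of them below 0, with residual variances that differed by a relative 2.8e-05 at most. All 737 genes at 0 only in the miR156-OE table were above 0 in the rSBP15 table, and all 328 genes at 0 only in the rSBP15 table were above 0 in the miR156-OE table. The difference of the 2 log fold changes is therefore the log fold change of rSBP15 over miR156-OE. Its residual variance is the sum of the 2 recovered variances minus the MT variance, which is unknown, so the sum was used as the largest value the tables allow, with 2 degrees of freedom and limma's moderation refitted. A fit of all 6 libraries, with 3 residual degrees of freedom, was bounded in the same way by the largest and the smallest residual variance the tables allow.

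The recovery and all fits were tested on simulated libraries of 34075 genes analysed with limma, in which 200 genes were changed in 1 genotype. The changed genes were drawn from those with a residual variance above the median of the detected genes. Apart from genes set to be detected in 1 library, each gene had the same variance in all genotypes. The shares recovered and the false calls hold for this setting. The prior was recovered, and 99.97% of the residual variances came back within 1% of those used. With the deposited kind of p-value, 0% of the 200 changed genes had an adjusted p under 0.05 among the 25049 detected genes. After refitting the moderation without undetected genes 12.5% did, with 0 false calls, and in the 6-library fit at the largest variance 39.5% did among 25657 genes, with 1 false call.

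Because both comparisons share the MT libraries, 100 data sets with no change in either genotype were simulated from the recovered variances, with normally distributed values and the MT variance at the middle or at the top of the range the tables allow. The ratio of the observed covariance to the largest that the MT libraries can give was given a 95% percentile interval from 1000 resamples of the genes. Simulated counts, as first intended, would have needed counts per library. The genes named were fixed by a rule set before the data were examined: 4 preset IDs whatever their result, and, in each comparison, at most 2 IDs with the largest rise and 2 with the largest fall among genes with an adjusted p under 0.05 whose groups of libraries do not overlap. The last condition was met where the change was larger than the residual SD multiplied by the square root of 2, beyond which libraries in pairs cannot overlap. The same rule also named genes called in both comparisons and members of the gene lists, and these were not named here, since IDs without names were kept to 2 rises and 2 falls per comparison. The rule's condition on a mean expression level was not applied, since no level is given. The planned tests of gene lists by product description, and of the SBP-box family, were left out, since neither the files nor the gene table pair the IDs with descriptions. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 was used for all other steps, and matplotlib 3.10.9 for figures.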

Results

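Transcript levels were measured by RNA sequencing in dormant axillary buds, the buds in leaf axils from which side shoots grow, of 25-day-old tomato plants. The 3 genotypes, all in the cultivar labelled MT, were the wild type (MT) and 2 lines whose sample titles both carry the letters OE, with 2 samples per genotype. One is known from the study as the overexpressor of the microRNA miR156 (miR156-OE), and the other has the genotype label rSBP15. Each sample pooled about 20 buds from 4 to 5 plants. The study set out to compare the bud transcriptomes of the 3 genotypes. The measurements used here are the log fold change and p-value that the authors deposited for each of 34075 genes in miR156-OE against MT and in rSBP15 against MT. The base of the logarithm is not stated and sequencing depth is unknown. In the authors' deposited table for miR156-OE, 9155 genes (26.9%) were listed at a log fold change of 0, and in that for rSBP15, 8746 genes (25.7%) were. These genes were taken to have the same value in all 4 libraries of the comparison, and the remainder are called detected.

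The 4 gene IDs fixed before the data were examined were reported whatever their result, and the files do not pair them with names. Of these IDs, Solyc10g078700.3 was lower in miR156-OE and higher in rSBP15. Its log fold changes in the authors' deposited tables were -0.51, with a recovered standard error of 0.0930, and 0.52, with a standard error of 0.117. The adjusted p-values over all detected genes were 0.279 and 0.114, and adjusted over the list alone they were 0.0364 and 0.0568. Over the alternatives the adjusted p over all genes ranged from 0.104 to 0.473 in miR156-OE and from 0.0310 to 0.186 in rSBP15, where it crossed 0.05. The difference of rSBP15 from miR156-OE, computed as set out for the direct comparison, was 1.04 with a standard error of at most 0.149, an adjusted p of 0.110 over all genes and 0.00895 adjusted over the list alone. In the 6-library fit at the largest variance the adjusted p over all genes was 0.0184, and over the 4 alternatives for this comparison it ranged from 0.00818 to 0.336.

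Solyc07g062840.3 was lower in both genotypes, at -0.55 (standard error 0.0304) in miR156-OE and -1.13 (standard error 0.0398) in rSBP15 in the authors' deposited tables. Its adjusted p-values over all detected genes were 0.157 and 0.0314, and adjusted over the list alone 0.00466 and 0.00159. Over the alternatives the adjusted p over all genes ranged from 0.0336 to 0.325 in miR156-OE and from 0.00423 to 0.0914 in rSBP15, so that it crossed 0.05 in both. The fall was larger in rSBP15 by a difference of -0.57, with a standard error of at most 0.0501 and an adjusted p of 0.0991 at the largest variance and 0.0103 in the 6-library fit at the largest variance (0.00479 to 0.334 over the 4 alternatives).

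The other two preset IDs did not pass the threshold over all genes in either comparison. Solyc06g069240.2 had log fold changes of -0.30 and -0.44 in the authors' deposited tables for miR156-OE and rSBP15, with standard errors of 0.0987 and 0.153 and adjusted p-values of 0.416 and 0.184. Solyc03g119770.4 was at -0.32 and -0.18 in the authors' deposited tables, with standard errors of 0.0744 and 0.0585 and adjusted p-values of 0.323 and 0.170. Adjusted over the list alone, 3 of the 4 IDs were under 0.05 in miR156-OE, the exception being Solyc06g069240.2 at 0.0662, and 1 of the 4 was in rSBP15.

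The first comparison asked which transcripts differed between miR156-OE and wild-type buds. Of 24920 detected genes, 12285 were higher and 12635 were lower in miR156-OE in the authors' deposited table. The median size of the log fold change was 0.0596, about the same as the median recovered standard error of 0.0624. An unadjusted p-value under 0.05 was listed in the authors' deposited table for 3301 genes (13.2%), of which 1481 were higher and 1820 lower in miR156-OE. Of these 3301 genes, 1108 (33.6%) had a log fold change smaller than 0.1 in size, and 78 had one of at least 1, with 32 higher and 46 lower. After Benjamini-Hochberg adjustment of the authors' limma-type p-values, 5 genes were below 0.05, all of them lower in miR156-OE, with a smallest adjusted p of 0.0394. In the 6-library fit 0 genes were at the largest residual variance, and 222 at the smallest, 116 of them higher and 106 lower. The 5 calls also depended on how undetected genes were handled: when the variance moderation was refitted without them, 0 genes had an adjusted p under 0.05.

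The largest of the falls past the threshold was that of Solyc10g009080.4. Its log fold change in the authors' deposited table was -1.71, with a recovered standard error of 0.0118 and an adjusted p of 0.0453 (limma-type test). Over the 5 alternative analyses its adjusted p ranged from 0.0336 to 0.132. In rSBP15 the same gene had a log fold change of -0.49 in the authors' deposited table, with an adjusted p of 0.117. The next fall was that of Solyc06g005070.3, at -0.30 in the authors' deposited table, with a recovered standard error of 0.000810 and an adjusted p of 0.0394 (0.0401 to 0.198 over the alternatives). In rSBP15 this gene went the other way, with a log fold change of 0.13 in the authors' deposited table and an adjusted p of 0.0942. Its small standard error means that the replicate libraries of both genotypes lay close together, and the test with the moderation refitted gave the highest of these adjusted p-values.

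The second comparison asked which transcripts differed between rSBP15 and wild-type buds. Of 25329 detected genes, 12798 were higher and 12531 lower in rSBP15 in the authors' deposited table. The median size of the log fold change was 0.109, above the median recovered standard error of 0.0514. Unadjusted p-values under 0.05 were listed in the authors' deposited table for 8435 genes (33.3%), of which 4336 were higher and 4099 lower. Of these, 1468 (17.4%) had a log fold change smaller than 0.1 in size, with the same limit on what a small size means. A size of at least 1 was reached by 635 of them, 408 higher and 227 lower. After Benjamini-Hochberg adjustment 1414 genes were below 0.05, with 670 higher and 744 lower in rSBP15. Of these, 175 had a size of at least 1, and here 78 were higher and 97 lower. Refitting the variance moderation without undetected genes raised the number of genes with an adjusted p under 0.05 to 3711 (1807 higher and 1904 lower), which included 1240 of the 1414. The larger share depended on the test. Falls were also more frequent with the adjustment over all rows (245 higher and 299 lower). Rises were more frequent in the 6-library fit at the largest (1449 higher and 1393 lower) and smallest residual variance (2667 and 2332), and with no moderation (22 and 21).

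**Figure D1:**
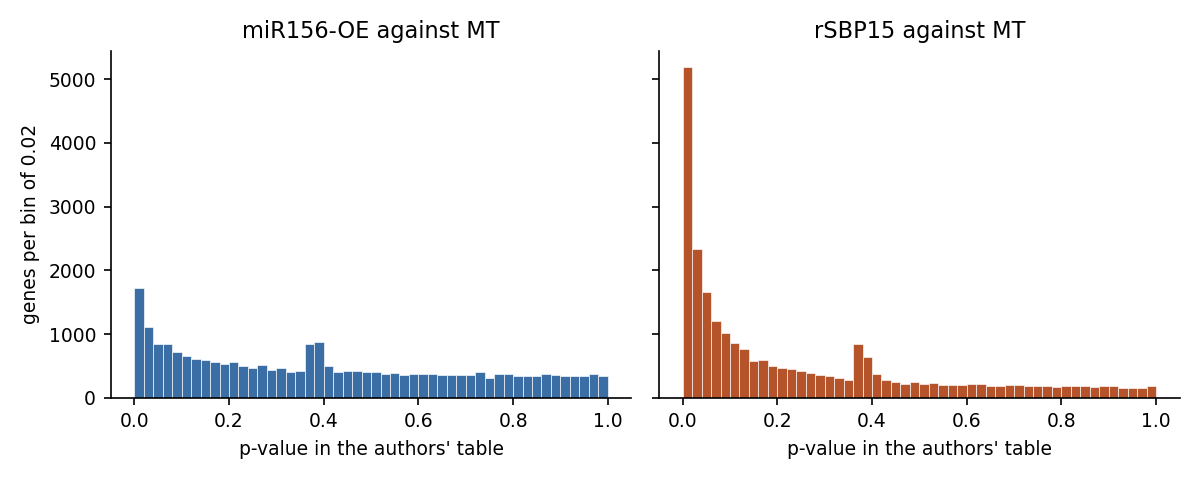
Number of detected genes (vertical axis) per p-value bin of width 0.02 (horizontal axis) in the authors' tables, for miR156-OE (left) and rSBP15 (right) against MT. Both have an excess of small p-values, larger in rSBP15 (8435 genes under 0.05) than in miR156-OE (3301 genes), and a narrow peak between 0.37 and 0.40.

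Among genes past the threshold in rSBP15, the largest rise was that of Solyc08g082120.2, with a log fold change of 4.59 in the authors' deposited table, a recovered standard error of 0.355 and an adjusted p of 0.0482 (0.0177 to 0.111 over the alternatives). Solyc12g010550.1 followed with a log fold change of 3.78 in the authors' deposited table, a standard error of 0.287 and an adjusted p of 0.0477 (0.0174 to 0.110 over the alternatives). Both also had positive log fold changes in miR156-OE in the authors' deposited table, 1.89 and 1.40, with adjusted p-values of 0.471 and 0.4999. The largest fall was that of Solyc08g078940.1, at -2.97 in the authors' deposited table, with a standard error of 0.0598 and an adjusted p of 0.0237 (0.00423 to 0.0751 over the alternatives). In miR156-OE this gene had a log fold change of 0.85 in the authors' deposited table, with an adjusted p of 0.241. Solyc08g074630.2 was at -2.60 in the authors' deposited table, with a standard error of 0.0917 and an adjusted p of 0.0313 (0.00588 to 0.0911 over the alternatives). In miR156-OE it was at -1.27 in the authors' deposited table, with an adjusted p of 0.232. As the rule for naming genes required, the change of each exceeded the spread between replicate libraries, so that the libraries of rSBP15 and MT did not overlap.

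**Figure D2:**
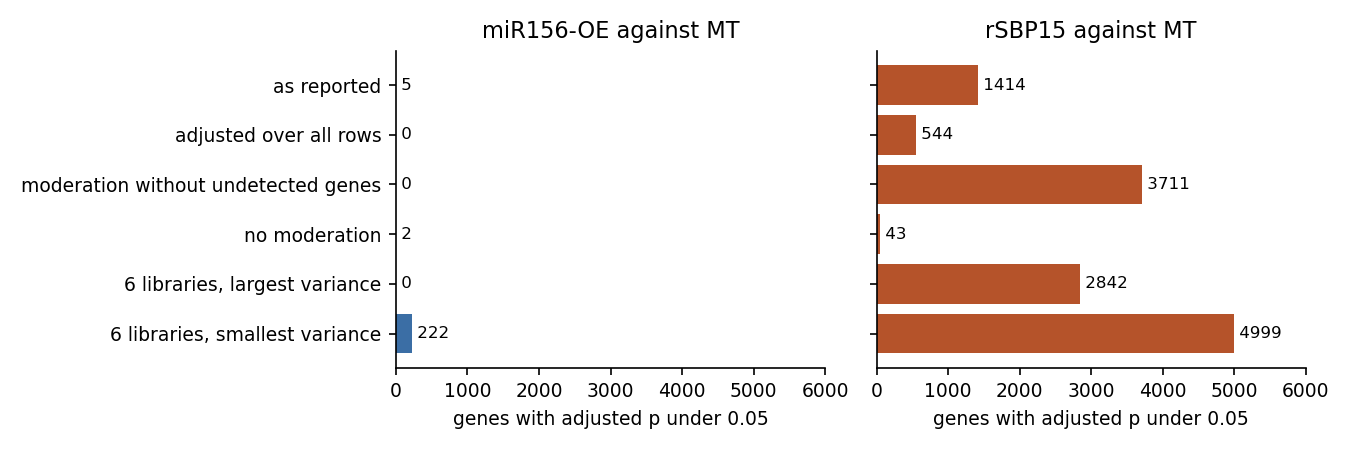
Number of genes with an adjusted p under 0.05 (horizontal axis, bars from 0, value printed at each bar) under 6 ways of testing the deposited values (vertical axis), for miR156-OE (left) and rSBP15 (right) against MT. The counts run from 0 to 222 in miR156-OE and from 43 to 4999 in rSBP15.

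Whether miR156-OE and rSBP15 differed from each other was tested on the difference between their log fold changes, since both were measured against the same MT libraries. At the largest residual variance that the tables allow, 0 of 25657 genes had an adjusted p under 0.05, with a smallest adjusted p of 0.0991, while 5569 genes had an unadjusted p under 0.05. The same test recovered 0% of the 200 changed genes in simulated data, all of them of above-median variance. The count of 0 therefore does not show that the genotypes were alike. When all 6 libraries were fitted together at the largest residual variance, 3702 genes had an adjusted p under 0.05, with 1896 higher and 1806 lower in rSBP15 than in miR156-OE, and at the smallest residual variance 5961 genes did. In simulated data these fits gave 2 and 9 false calls beside 40% and 53% of the 200 changed genes recovered. Those data had equal variances in all genotypes, as a fit of all libraries assumes. False calls under unequal variances were not simulated.

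The log fold changes of the genotypes were then set against each other across the 25657 genes detected in at least 1 comparison. Pearson's r was 0.18 and Spearman's rho 0.10 across genes, which are not independent replicates. The shared MT libraries alone give a positive correlation: in simulations with no change in either genotype, r was 0.33 ± 0.014 (SD over 100 simulations) with the MT variance at the middle of its range and 0.65 ± 0.014 with it at the top. The observed r lay below both. The observed covariance of 0.0136 lay above the 0.00526 ± 0.00025 and 0.0105 ± 0.00035 of the same simulations.

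Unadjusted p-values under 0.05 in both of the authors' deposited tables were found for 1798 genes. Of these, 1056 (58.7%) changed in the same direction, 368 higher and 688 lower in both genotypes. The other 742 (41.3%) changed in opposite directions, 441 higher in miR156-OE and lower in rSBP15, and 301 the other way round. With no change in either genotype, the simulations gave 322 such genes with 80.8% in the same direction, or 1361 with 94.4%, for the middle and top MT variance. Genes in opposite directions were thus more frequent than in these simulations. Since neither genotype was changed in them, they cannot tell related changes in the lines from unrelated ones. A smaller MT variance was not simulated. At an adjusted p under 0.05 in both comparisons 3 genes remained, 1 in the same and 2 in opposite directions, and 0 remained when the moderation was refitted without undetected genes.

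**Figure D3:**
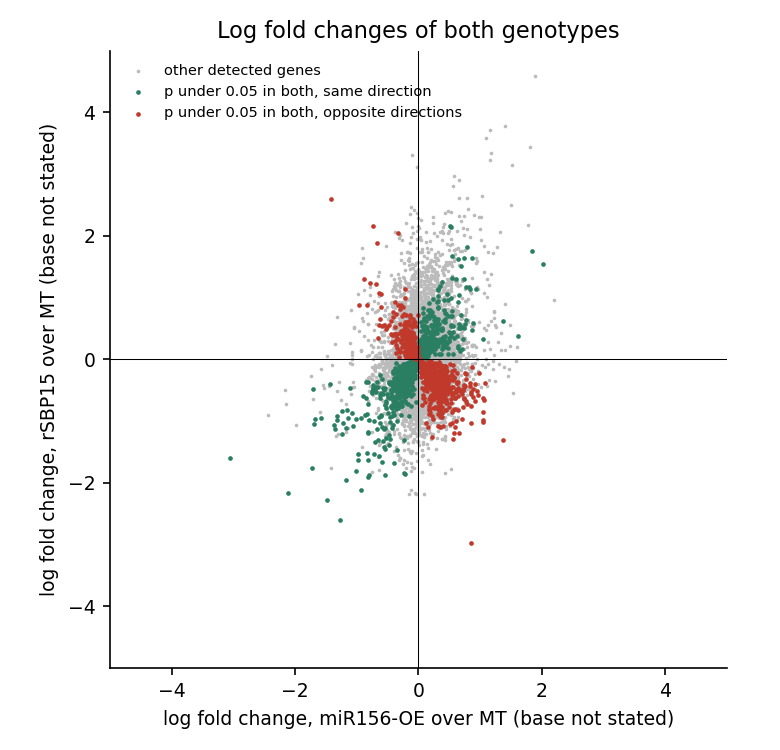
Log fold change of each detected gene in miR156-OE (horizontal axis) and in rSBP15 (vertical axis) against MT, base of the logarithm not stated. Green points are the 1056 genes with p under 0.05 in both tables that changed in the same direction, red points are the 742 that changed in opposite directions, and grey points are all other detected genes.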

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

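The planned tests fitted each comparison on its own libraries. The fit of all 6 libraries, with recovered variances at their bounds, and the test of overall scale were chosen after the result was seen. In the 6-library fit at the largest residual variance, 3702 genes differed between rSBP15 and miR156-OE by a direct test of the difference of their log fold changes, while the test of the 4 libraries alone, at its largest variance, called 0. Of these genes 51.2% were higher in rSBP15, against 46.7% at the mean residual variance and 52.6% in the 6-library fit at the smallest variance. The deposited log fold changes are centred near 0, with medians of -0.00114 in miR156-OE and -0.000936 in rSBP15. Whether a shift common to all genes was removed before deposit is unknown. The split of the called genes therefore does not decide on an effect of the overall scale of the libraries, which stays open. The 6-library fit has 3 residual degrees of freedom, against 2 in the test of the 4 libraries alone, because it includes the MT libraries. At the largest residual variance the MT libraries are taken not to differ, so they add a degree of freedom but no spread. Simulated data with 200 changed genes gave 2 false calls in the 6-library fit at that variance, with 40% of the changed genes recovered. Variances were equal in all genotypes there, whereas the deposited spread was larger in the miR156-OE table in 64.5% of the genes detected in both comparisons. The 2 false calls therefore do not show how many unequal variances would give. A difference between the lines in growth, harvest or library preparation also stays open, as does the biological difference between the genotypes, and neither was tested: the labels give no batch, and the tables give no value per library, gene length or GC content.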

How the results depend on the processing

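The thresholds were set in advance. The fit of all 6 libraries together, with recovered variances at their largest and smallest, was chosen after seeing the data. So were the other alternatives (all rows in the adjustment, the refitted moderation, no moderation, the mean residual variance and the other forms of the correlation). No paired analysis was possible because the tables give 1 log fold change and 1 p-value per gene and no value per library. For the same reason the alternatives in normalization, count filter, count model, pseudocount, expression level, replicate left out and separate MT libraries, and the gene list tests, were not run.

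The number of genes with an adjusted p under 0.05 in miR156-OE against MT, 5 as reported, was 0 with the adjustment over all rows, 0 with the moderation refitted without undetected genes, 2 with no moderation (0 of them among the 5), and 0 or 222 in the 6-library fit at the largest or smallest residual variance. The smallest variance is a lower bound. In simulated data, with equal variances in all genotypes, it gave 0 false calls in miR156-OE against MT, where 0 genes were changed. In each of the 2 comparisons with changed genes it gave 9 false calls, beside 53% and 55% of 200 changed genes recovered. In rSBP15 against MT, 1414 as reported, the number of genes was 544, 3711, 43, and 2842 or 4999 under the same alternatives. A threshold of 0.01 left 0 and 2 genes, and a size of at least 1 left 1 and 175. In rSBP15 against miR156-OE, 0 as reported, it was 1994 at the mean residual variance of both tables and 3702 or 5961 in the 6-library fit, and stayed at 0 under the stricter thresholds and with no moderation, a test that recovered 0% of simulated changes. Genes called in both comparisons numbered 3 as reported, 0 with a threshold of 0.01, with a size of at least 1, over all rows, refitted, unmoderated and in the 6-library fit at the largest variance, 171 at the smallest, and 1798 at an unadjusted p under 0.05. Pearson's r of 0.18 became 0.10 as Spearman's rho and 0.24 over the genes with p under 0.05 in both, and stayed at 0.18 over genes detected in both comparisons.

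Under each of these settings rSBP15 against MT had more calls than miR156-OE against MT. The direction of a deposited log fold change was the same in all of them, since each changes the test alone. Of 70 adjusted p-values of single named genes under the alternatives, 53 kept their side of 0.05, 15 lost it and 2 gained it. Only a result under 0.05 as reported can be lost, so the 53 include values that could not be lost. With no moderation 7 were lost, which were all the single-gene results under 0.05 as reported. Over all rows 4 were lost, with the refit 2 and in the 6-library fit at the largest variance 2. Leaving the undetected genes out of the moderation raised the prior degrees of freedom (0.347 to 0.847 in miR156-OE and 0.360 to 0.927 in rSBP15) and the prior variance (1.94e-06 to 0.000888 and 1.92e-06 to 0.000701) together. Their effects on the calls, which fell in miR156-OE and rose in rSBP15, were not separated. The cause of the other changes was not tested. With 2 libraries per genotype and 2 residual degrees of freedom, simulated changes in 200 genes were recovered at 0% with the deposited kind of p-value and 12.5% after the refit, which limits what a low count shows. The simulated changes were few and in genes of above-median variance. These shares are therefore not the recovery in the data, where the deposited p-values gave 1414 calls in rSBP15.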

Other observations

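The tests in this part were chosen, or their limits set, after the result or part of it was seen.

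Both tables have a peak of p-values between 0.37 and 0.40, with 1531 genes there in miR156-OE and 687 between 0.40 and 0.43, and 1340 and 513 in rSBP15. A candidate explanation is genes detected in 1 of the 4 libraries, whose p-value cannot fall below a limit set by the prior (0.3773 in miR156-OE and 0.3757 in rSBP15). For miR156-OE, 1224 genes lay within 1e-06 of the curve such genes must follow, and 915 of them fell between 0.37 and 0.40, as did 956 of the 1262 in rSBP15. Leaving them out, 616 and 384 genes remained in that interval. Genes on the curve can reach no p below the limit, but they enter the adjustment for multiple testing.

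Fewer genes passed the threshold in miR156-OE (5, with 3301 at an unadjusted p under 0.05) than in rSBP15 (1414). The spread between libraries was larger in the miR156-OE table in 64.5% of the 24592 genes detected in both comparisons, with a median residual SD of 0.0636 against 0.0536. Even so, rSBP15 log fold changes tested with the miR156-OE variances still gave 1532 calls (3865 with their own variances in the same test). The miR156-OE log fold changes gave 0 calls with either set of variances, but at an adjusted p under 0.10 they gave 416 with the rSBP15 variances and 0 with their own, so the spread may account for part of the gap. The undetected genes in the moderation do not account for the gap, since the refit gave 0 in miR156-OE and 3711 in rSBP15. Deeper sequencing of rSBP15 would lower noise without enlarging changes, whereas the median size of the log fold change was 1.89 times that in miR156-OE (0.115 against 0.0611), which argues against depth as the whole cause. More genes were detected only in rSBP15 (737) than only in miR156-OE (328). A larger effect of rSBP15 on the bud transcriptome, and unrecorded differences in growth or handling between the lines, stay open and were not tested.

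In rSBP15, large changes with an unadjusted p under 0.05 were mostly rises, 408 of 635 (64.3%), but at an adjusted p under 0.05 falls were more frequent, with 97 against 78. The median residual SD of the large rises was 0.189 and that of the large falls 0.121, so the rises were more variable between libraries. Among smaller changes with p under 0.05, rises made up 48.2% between 0.25 and 1 in size, 51.2% between 0.1 and 0.25 and 55.1% under 0.1. An overall difference in scale could produce an excess of rises. These shares do not decide it, since the log fold changes are centred near 0 and whether a common shift was removed before deposit is unknown. What sets the variable large rises apart was not tested.

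The covariance of the log fold changes in both genotypes was 1.29 times the largest that the shared MT libraries can give, with a 95% interval from 1.08 to 1.51 over 1000 resamples of the genes, which treat genes as independent. This argues against shared controls as the whole source of the covariance. A response common to both lines is one possible explanation and was not tested. The rank correlation of 0.0997 lay below the 0.289 and 0.619 of the simulations with no change, so the excess is not seen in ranks.

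With the digits of the gene IDs read as chromosome and order along it, signed z scores (the p-value as a normal score, with the sign of the change) of direct neighbours went together, with a rank correlation of 0.0824 in miR156-OE and 0.0799 in rSBP15 (the highest of 1000 shuffled orders gave 0.0191 and 0.0201). A chromosome segment that differs between the lines, such as one around a transgene, could do this over long distances, but the correlation was -0.0108 and 0.00628 for genes 20 apart. This argues against long segments as the source of the genome-wide pattern. Shared regulation of neighbours and reads shared between neighbouring gene copies stay open and were not tested. The fullest window of 30 genes held 11 rises with p under 0.01 in rSBP15 on chromosome 5, where shuffled orders had a median maximum of 8. Its permutation p was 0.0140 and the adjusted p over the 4 windows tested was 0.0559, so a single segment there cannot be told apart from chance at this threshold.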
